# Multiple Roles of Integrin-Linked Kinase in Epidermal Development, Maturation and Pigmentation Revealed by Molecular Profiling

**DOI:** 10.1371/journal.pone.0036704

**Published:** 2012-05-04

**Authors:** David Judah, Alena Rudkouskaya, Ryan Wilson, David E. Carter, Lina Dagnino

## Abstract

Integrin-linked kinase (ILK) is an important scaffold protein that mediates a variety of cellular responses to integrin stimulation by extracellular matrix proteins. Mice with epidermis-restricted inactivation of the *Ilk* gene exhibit pleiotropic phenotypic defects, including impaired hair follicle morphogenesis, reduced epidermal adhesion to the basement membrane, compromised epidermal integrity, as well as wasting and failure to thrive leading to perinatal death. To better understand the underlying molecular mechanisms that cause such a broad range of alterations, we investigated the impact of *Ilk* gene inactivation on the epidermis transcriptome. Microarray analysis showed over 700 differentially regulated mRNAs encoding proteins involved in multiple aspects of epidermal function, including keratinocyte differentiation and barrier formation, inflammation, regeneration after injury, and fundamental epidermal developmental pathways. These studies also revealed potential effects on genes not previously implicated in ILK functions, including those important for melanocyte and melanoblast development and function, regulation of cytoskeletal dynamics, and homeobox genes. This study shows that ILK is a critical regulator of multiple aspects of epidermal function and homeostasis, and reveals the previously unreported involvement of ILK not only in epidermal differentiation and barrier formation, but also in melanocyte genesis and function.

## Introduction

The skin is the largest organ of the body, and its upper layer, the epidermis, is a barrier that fulfills critical protective and homeostatic functions. The epidermis is mainly composed of several layers of keratinocytes at various stages of differentiation. Specifically, the lowermost basal layer contains keratinocyte stem cells and their undifferentiated committed progeny, whereas the suprabasal layers comprise post-mitotic keratinocytes. Basal keratinocytes adhere to the underlying basement membrane mainly *via* integrins and various hemidesmosomal proteins. Basal keratinocytes are the source of cells needed for epidermal maintenance, renewal and regeneration after injury. These functions complement those of the suprabasal keratinocytes, in which cell-cell adhesion, principally mediated by desmosomes, adherens and tight junctions, imparts to the epidermis its barrier properties (reviewed in [1]).

Keratinocytes in intact epidermis express several integrins, including α6ß4, α3ß1 and α2ß1 [2]. Proper regulation of integrin function is necessary for normal keratinocyte adhesion, proliferation and differentiation. Targeted inactivation of mouse genes encoding α6 or ß4 integrin subunits results in severe epidermal blistering, absence of hemidesmosomes and perinatal lethality [3], [4]. Although skin blistering is less severe in *Intb1*-null mice, these animals can also die perinatally and exhibit abnormalities in keratinocyte proliferation and in hair follicle morphogenesis [5], [6], emphasizing the importance of proper integrin function for epidermal integrity. Integrins bind extracellular matrix (ECM) proteins to contribute to cell adhesion, and to transduce signals that trigger a variety of cellular responses [2]. However, as integrins have no intrinsic catalytic activities, they participate in signaling events through their interactions with a vast array of kinases, as well as scaffold proteins such as ILK.

ILK is a component of focal adhesions [7], was originally identified as a ß1 integrin-associated protein [8], and fulfills various critical roles in epidermal keratinocytes. For example, *Ilk* gene inactivation in the embryonic ectoderm or in the developing epidermis impairs hair follicle morphogenesis and disrupts epidermal attachment to the basement membrane [9], [10]. Further, expression of ILK in keratinocyte stem cells of the hair follicle bulge is essential for normal epidermal regeneration after injury [11]. In cultured keratinocytes, ILK contributes to the development of front-rear polarity and cell-cell junctions, as well as membrane targeting of caveolae [9], [10], [12], [13], [14].

Although substantial efforts have yielded important information regarding the key roles that ILK plays in the skin, the molecular pathways modulated by ILK in this tissue remain poorly defined. A better understanding of these pathways is essential to establish the basis for the severe and multiple, distinct alterations in cutaneous functions consequent to *Ilk* gene inactivation. To address this important issue, we have defined the transcriptome of ILK-deficient epidermis through genome-wide molecular profiling. This approach allowed us to discover novel and unexpected roles of ILK in multiple aspects of epidermal function, development and homeostasis.

## Results and Discussion

### Transcriptional profiling of ILK-deficient epidermis

To define the molecular role of ILK in epidermal function, we analyzed gene expression profiles of ILK-deficient and ILK-expressing epidermis. To this end, we generated mice with epidermis-restricted inactivation of the *Ilk* gene, by breeding *Ilk^f/f^* animals with transgenic mice expressing *Cre* recombinase under the control of the keratin 14 promoter [9]. We prepared protein lysates from ILK-deficient (*K14Cre; Ilk^f/f^*) and ILK-expressing (*K14Cre; Ilk^f/+^*) epidermis from 3 day-old mice, because at this age most animals are still viable, in spite of their severe epidermal alterations [9]. These experiments showed that *K14Cre; Ilk^f/f^* epidermis expresses ILK protein levels that are ≤12% of those found in epidermal tissues from *K14Cre; Ilk^f/+^* mice (Fig. 1A), demonstrating the high efficiency of *Ilk* gene inactivation in our model. 

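Epidermis of 3-day-old mice, separated from the dermis with dispase, gave RNA for 5 arrays of ILK-deficient (K14Cre; Ilk f/f) and 5 arrays of ILK-expressing (K14Cre; Ilk f/+) tissue. A GeneChip Mouse Gene 1.0 ST Array gives 1 value per probe set, which pools probes spread along the exons of a transcript. The deposited table holds 1 log2 value per probe set and array, which the authors had background-adjusted, quantile-normalized and summarised. The methods name both GC-RMA and RMA, and which of them made this table is not stated. The median value of an array lay between 7.07 and 7.17. In the annotation used, 21789 probe sets carried 1 gene symbol, 1621 carried several and 12146 carried none. Genes are named only from probe sets with 1 symbol, and a gene with several such probe sets is represented by that with the highest mean over the 10 arrays. The 32046 probe sets with a linear value of 50 or more on at least 5 arrays were compared with limma, and a log2 fold change above 0 means more transcript in ILK-deficient epidermis. Adjusted p values are from limma's moderated test with Benjamini-Hochberg adjustment over all probe sets tested. On simulated arrays of the same means and spread, 200 probe sets were changed. The limma test recovered 65.7% of probe sets changed 1.5-fold, 92.5% of those changed 2-fold and 97% of those changed 4-fold. It made 8 calls among unchanged probe sets. With 5 arrays against 5, the smallest p that an exact permutation test can give is 0.00794, which it gives where no array of one genotype overlaps the other. Lists of genes were written before the data were examined, but after the paper's tables had been read. Several lists hold genes that the paper reports as changed on these arrays, so their counts and tests are not independent of its findings. Each list was also tested for a shift in 1 direction with limma's fry, and with camera using an estimated correlation between genes.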

We also used epidermal RNA from these animals to interrogate microarrays containing over 750, 000 probe sets that represent 28, 853 mouse genes. Cre-mediated excision of *Ilk^f/f^* alleles is predicted to be associated with presence of transcripts lacking exons 5 through 12, as the floxed *Ilk* alleles contain loxP sites downstream from exons 4 and 12 [15]. Thus, we first investigated the relative signal intensity corresponding to individual exons of the *Ilk* gene from the microarray data. We found high signal values corresponding to exons 1 through 3 in ILK-deficient epidermis, which were similar to those in ILK-expressing tissues. In contrast, the signal intensities of exons 5 through 11 were substantially lower in RNA from ILK-deficient epidermis, further demonstrating the high efficiency of Cre-mediated *Ilk* gene excision (Fig. 1B).

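Ilk, the gene inactivated in these keratinocytes, encodes a scaffold protein of integrin adhesions. Its probe set pools all exons of the transcript, and its log2 value was 8.94 ± 0.118 (SD, n = 5) in ILK-deficient and 9.17 ± 0.181 (SD, n = 5) in ILK-expressing epidermis. The log2 fold change was -0.23 (standard error 0.0949, adjusted p = 0.253 from limma; exact permutation test, two-sided, p = 0.0397). Since the exons ahead of the first loxP site remain in the transcript, this pooled value checks the genotype labels little, and values of single exons were not analysed here. Several genes of integrin adhesions rose, but the direct ILK partners Lims1, a LIM-domain adaptor, at 0.19 (adjusted p = 0.199) and Parva, an actin-binding parvin, at 0.34 (adjusted p = 0.104), both named after their values were seen, did not pass. Fermt2, which encodes the integrin activator kindlin-2, had a log2 fold change of 0.80 (standard error 0.13, adjusted p = 0.00967 from limma). Rsu1, a protein bound to the complex of ILK with its LIM-domain partner, rose by 0.51 (adjusted p = 0.011), and Zyx, the focal adhesion protein zyxin, by 0.59 (adjusted p = 0.00648). Itga5, a subunit of the fibronectin receptor, rose by 0.79 (adjusted p = 0.0239). Of 25 genes of integrin adhesions, 5 were higher and none was lower in ILK-deficient epidermis (9 higher and none lower when adjusted over the list alone). The directional test gave an adjusted p = 0.00256, and an adjusted p = 0.165 with an estimated correlation.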

**Figure 1:**
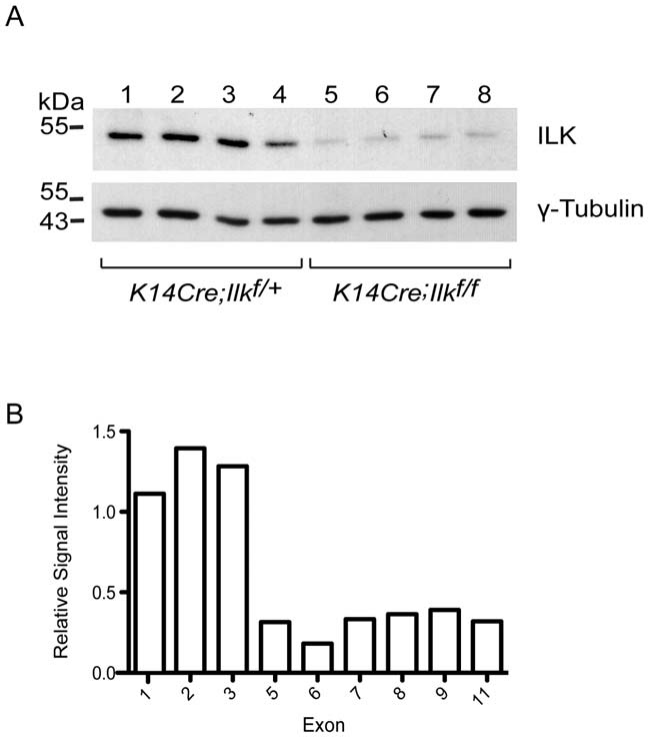
Targeted inactivation of *Ilk* and loss of ILK transcripts and protein in mouse epidermis. (**A**) The skin of 3 day-old *K14Cre-Ilk^f/+^* and *K14Cre-Ilk^f/f^* mice (4 each, from two different litters) was isolated and treated with dispase to separate the epidermis from the dermis. Epidermal lysates were prepared and analyzed by immunoblot with antibodies against ILK or γ-tubulin, used as loading control. (**B**) Total RNA from *K14Cre-Ilk^f/+^* and *K14Cre-Ilk^f/f^* mice (5 each) was used to interrogate GeneChip Mouse Gene 1.0 ST Arrays, and the signal intensity corresponding to individual *Ilk* exons was analyzed. The average intensity values obtained for each exon in RNA from *K14Cre-Ilk^f/f^* epidermis are shown relative to those in *K14Cre-Ilk^f/+^* tissues, which have been set to 1.0.

Analysis of the microarray data also revealed statistically significant changes in the expression of a large number of genes in ILK-deficient epidermis. Specifically, 224 genes showed changes in expression that were greater than 2-fold (*P*<0.05, Table S1), and 780 showed 1.5-fold changes (*P*<0.05). 

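Acta2, which encodes smooth muscle actin, and Synpo2, an actin-binding protein of contractile cells, were among the transcripts that rose most in ILK-deficient epidermis. Acta2 had a log2 value of 9.89 ± 0.625 (SD, n = 5) against 7.14 ± 0.172 (SD, n = 5), a log2 fold change of 2.75 (standard error 0.256, adjusted p = 0.00103 from limma). Synpo2 rose by 2.40 (standard error 0.162, adjusted p = 0.000137), with 1 ILK-deficient array below the other 4. Tslp, a cytokine that keratinocytes release when the barrier is damaged, rose by 2.60 (standard error 0.395, adjusted p = 0.00742). Map1b, a microtubule-associated protein, rose by 2.13 (adjusted p = 0.00136), Coch, a secreted matrix protein, by 1.99 (adjusted p = 0.00412), and Fam13a, which takes part in the lipid handling of fat cells, by 1.84 (adjusted p = 0.00309). Dusp10, a phosphatase of stress-activated kinases, rose by 1.81 (adjusted p = 0.000964). Cpa6, a carboxypeptidase, rose by 1.75, with an adjusted p = 1.74e-05. Among the largest falls outside the keratin families were those of Ctse, an aspartic protease (log2 fold change -3.48, adjusted p = 0.0104), Fbp1, an enzyme of gluconeogenesis (-3.42, adjusted p = 0.00769), and Calhm4, a channel subunit (-3.41, adjusted p = 0.00779). At an unadjusted p under 0.05, 844 probe sets differed by 1.5-fold or more, 558 of them higher and 286 lower in ILK-deficient epidermis. Of these 844 probe sets, 493 had an adjusted p under 0.05. At 2-fold or more, 94 probe sets were higher and 136 lower, 230 in all, and 160 of them had an adjusted p under 0.05. At any fold, 1211 probe sets had an adjusted p under 0.05, 900 higher and 311 lower. The values of the 2 genotypes did not overlap for 2027 of the 32046 probe sets, where chance gives 254 (0.794%).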

Hierarchical clustering of the differentially expressed genes was conducted, which separates the ten samples analyzed into their corresponding genotype groups (Figure S1).

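Lgr5, a receptor of hair follicle stem cells, and Coch show how the ILK-expressing arrays differ among themselves. Lgr5 was at 10.57 in ILK-expressing replicate 5 and between 9.33 and 9.62 in the other ILK-expressing arrays, and Coch was at 7.51 there and between 6.68 and 6.85 in the others. Clustered on the 844 probe sets that differed 1.5-fold, which were chosen for differing between the genotypes, the arrays fell into a cluster of 5 ILK-deficient and a cluster of 5 ILK-expressing arrays. Clustered on all 32046 probe sets (1 minus Pearson's correlation, average linkage), they did not. The first branch held ILK-expressing replicate 5 alone, which left 4 ILK-expressing arrays in the cluster of the ILK-deficient arrays. The first principal component, with 28.4% of the variance, did separate the genotypes, at 11.2 to 33.0 for ILK-deficient and -43.5 to -8.11 for ILK-expressing epidermis. The second, with 23.7% of the variance, placed ILK-expressing replicate 5 at -58.3. Across probe sets, the median correlation of 2 arrays was 0.987 within ILK-deficient, 0.982 within ILK-expressing epidermis and 0.979 between genotypes.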

To compare the characteristics of these genes, we grouped them in clusters based on their gene ontology term annotations. In this manner, we established that the largest fractions of differentially expressed genes were present in various categories, including factors involved in signaling, metabolic and developmental processes, in cytoskeletal components and cell adhesion. Significantly, the largest fraction of differentially regulated genes was related to processes central to epidermal structure and/or function, including those involved in hair follicle formation, keratinocyte differentiation and epidermal barrier acquisition, pigmentation, epidermal development and homeostasis.

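Rhoc, a GTPase that drives contraction of the actin cytoskeleton, had a log2 fold change of 1.32 in ILK-deficient epidermis (standard error 0.127, adjusted p = 0.00118 from limma). Frem2 and Fras1 encode proteins of a shared basement membrane complex, yet Frem2 rose by 0.70 (adjusted p = 0.0413) while Fras1 fell by 0.56 (adjusted p = 0.0313), calls that were lost under 15 and 14 of 26 alternative settings. Dst, which encodes the hemidesmosomal linker dystonin, rose by 0.72 (adjusted p = 0.0211). Of 18 basement membrane genes, 6 were higher and 1 was lower (12 higher and 1 lower when adjusted over the list alone), with an adjusted p = 0.00487 in the directional test and, with an estimated correlation, an adjusted p = 0.165. Of 29 cell cycle genes, limma called none (none when adjusted over the list alone, none higher and 1 lower at an unadjusted p under 0.05, and none by the methods' ANOVA after adjustment).

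**Figure D1:**
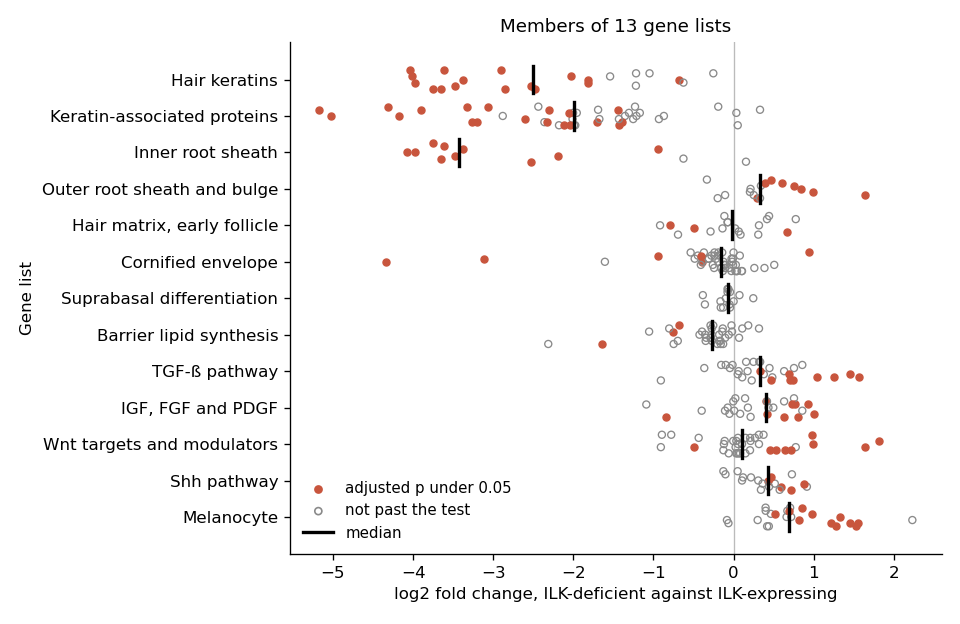
Log2 fold changes of the members of 13 gene lists, 1 point per gene, with filled points at an adjusted p under 0.05 from limma and a bar at each list's median. The hair keratins, with a median of -2.50, lie to the left and the melanocyte genes, with a median of 0.70, to the right.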

### Reduced expression of hair follicle genes in ILK-deficient epidermis

Hair follicle morphogenesis begins around 14.5 days of gestation (E14.5) in mice. It continues until about 6–7 days after birth (P6–P7), culminating with the formation of fully-grown hair follicles and hair shafts [16], [17]. Epidermis-restricted inactivation of the *Ilk* gene results in impaired hair follicle formation [9], [10]. Histological analyses revealed that the majority of hair follicles in P3 ILK-expressing epidermis have reached stages 5–7, and exhibit well defined hair shafts. In contrast, hair follicles in ILK-deficient epidermis are less abundant and appear severely underdeveloped, with the vast majority remaining at stages 2–4 (Fig. 2A). In addition, skin with ILK-deficient epidermis is thinner at this stage, and shows substantially reduced subcutaneous adipose tissue. 

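Krt31 and Krt33a encode keratins of the hair cortex, Krt27, Krt72 and Krt25 keratins of the inner root sheath, and the Krtap genes the proteins that cross-link hair keratins. Krt33a fell by 4.04 on the log2 scale in ILK-deficient epidermis (standard error 0.428, adjusted p = 0.00203 from limma), and Krt31 fell by 4.01 (standard error 0.493, adjusted p = 0.00304). In the inner root sheath, Krt27 fell by 3.98 (adjusted p = 0.00211), Krt72 fell by 3.75 (adjusted p = 0.00279) and Krt25 fell by 3.65 (adjusted p = 0.00543). Krtap7-1 went from 11.80 ± 0.964 (SD, n = 5) in ILK-expressing to 6.63 ± 0.551 (SD, n = 5) in ILK-deficient epidermis, a log2 fold change of -5.17. Krtap15 fell by 5.02, Krtap8-1 fell by 4.31, Krtap3-3 fell by 4.18, Krtap11-1 fell by 3.90 and Krtap4-16 fell by 3.33, with adjusted p values between 0.00103 and 0.00515. Every ILK-deficient array lay below every ILK-expressing array for each of these 11 genes. Of 22 hair keratins, 16 were lower and none was higher (21 lower when adjusted over the list alone). Krt34 and Krt40, each at -1.22, did not pass the test (adjusted p = 0.076 and 0.113), although the values of the 2 genotypes did not overlap. Of 43 keratin-associated protein genes, 19 were lower and none was higher (39 lower when adjusted over the list alone), and Krtap17-1, at 0.33, did not pass (adjusted p = 0.692). The directional tests gave adjusted p values of 0.00277 for hair keratins and 0.00551 for keratin-associated proteins, and an adjusted p = 0.165 for each with an estimated correlation, which was 0.799 and 0.745. Of 12 inner root sheath genes, 8 of which are also among the 22 hair keratins, 10 were lower (11 when adjusted over the list alone, with 1 higher; directional test, adjusted p = 0.00233, and adjusted p = 0.165 with an estimated correlation). Of 16 outer root sheath and bulge genes, 8 were higher and none was lower (11 higher and 1 lower when adjusted over the list alone; directional test, adjusted p = 0.00233, and adjusted p = 0.165 with an estimated correlation). Among them, Lhx2, a transcription factor of follicle progenitors, rose by 0.85 (adjusted p = 0.0231), and Nfatc1, a regulator of bulge stem cells, by 0.75 (adjusted p = 0.0235). Of 18 hair matrix and early follicle genes, 1 was higher and 2 were lower (3 and 3 when adjusted over the list alone), with an adjusted p = 0.773 in the directional test. Among the 286 probe sets lower by 1.5-fold or more at a p under 0.05, 75 carried a hair keratin or keratin-associated protein, which is 26.2% (Wilson 95% interval 21.5 to 31.6) and 28.3% of the 265 with a symbol. Among the 136 lower by 2-fold or more, 70 did, which is 51.5% (43.1 to 59.7). Of all probe sets tested, 0.25% carried one.

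**Figure D2:**
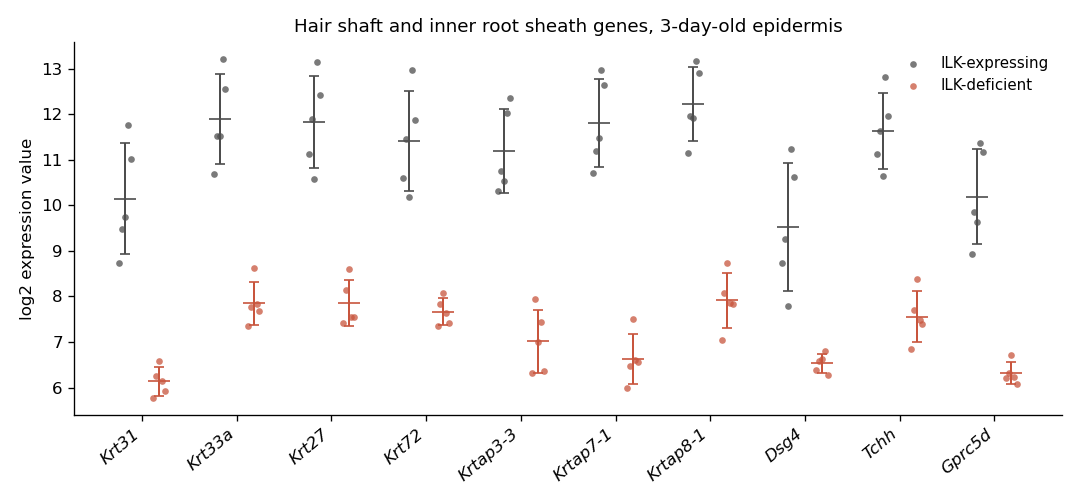
Log2 expression values of 10 hair shaft and inner root sheath genes on 5 ILK-expressing and 5 ILK-deficient arrays, with the mean and SD of each genotype. For Krtap7-1, the means are 11.80 and 6.63, and for no gene shown do the genotypes overlap.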

Consistent with the follicular abnormalities, microarray analysis revealed that 27% of those transcripts found to be substantially downregulated in ILK-deficient epidermis encode important structural hair follicle elements, such as hair-specific keratins and keratin-associated proteins (e.g. Table S2). 

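Dlx3 encodes a homeobox factor of the hair matrix and inner root sheath, Dsg4 a desmosomal cadherin of the hair shaft, Tchh the inner root sheath protein trichohyalin, and Gprc5d an orphan receptor of the hair cortex. Tchh was at 7.56 ± 0.557 (SD, n = 5) in ILK-deficient and 11.64 ± 0.832 (SD, n = 5) in ILK-expressing epidermis, a log2 fold change of -4.08 (standard error 0.392, adjusted p = 0.00117 from limma). Gprc5d fell by 3.88 (standard error 0.421, adjusted p = 0.00203), and Dsg4 fell by 2.99 (standard error 0.551, adjusted p = 0.0167). The Dsg4 values of the ILK-expressing arrays spread with an SD of 1.40, against 0.205 in the ILK-deficient arrays. Dlx3 fell by 0.80 (standard error 0.175, adjusted p = 0.0332), a call lost under 13 of 26 alternative settings. Hoxc5, another homeobox gene, fell by 0.67 (adjusted p = 0.00906), while Hr, the corepressor hairless that is needed for the hair cycle, rose by 1.16 (adjusted p = 0.00136). Of 16 hair shaft genes that are not keratins or keratin-associated proteins, 8 were lower and none was higher (12 lower when adjusted over the list alone), with an adjusted p = 0.00544 in the directional test and an adjusted p = 0.165 with an estimated correlation.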

Other underrepresented mRNAs important for hair follicle structure and formation included *Dlx3*, which encodes a homeobox transcription factor essential for inner root sheath formation [18], *Dsg4* and *Tchh*, which encode, respectively, desmoglein 4 and trichohyalin.

**Figure 2:**
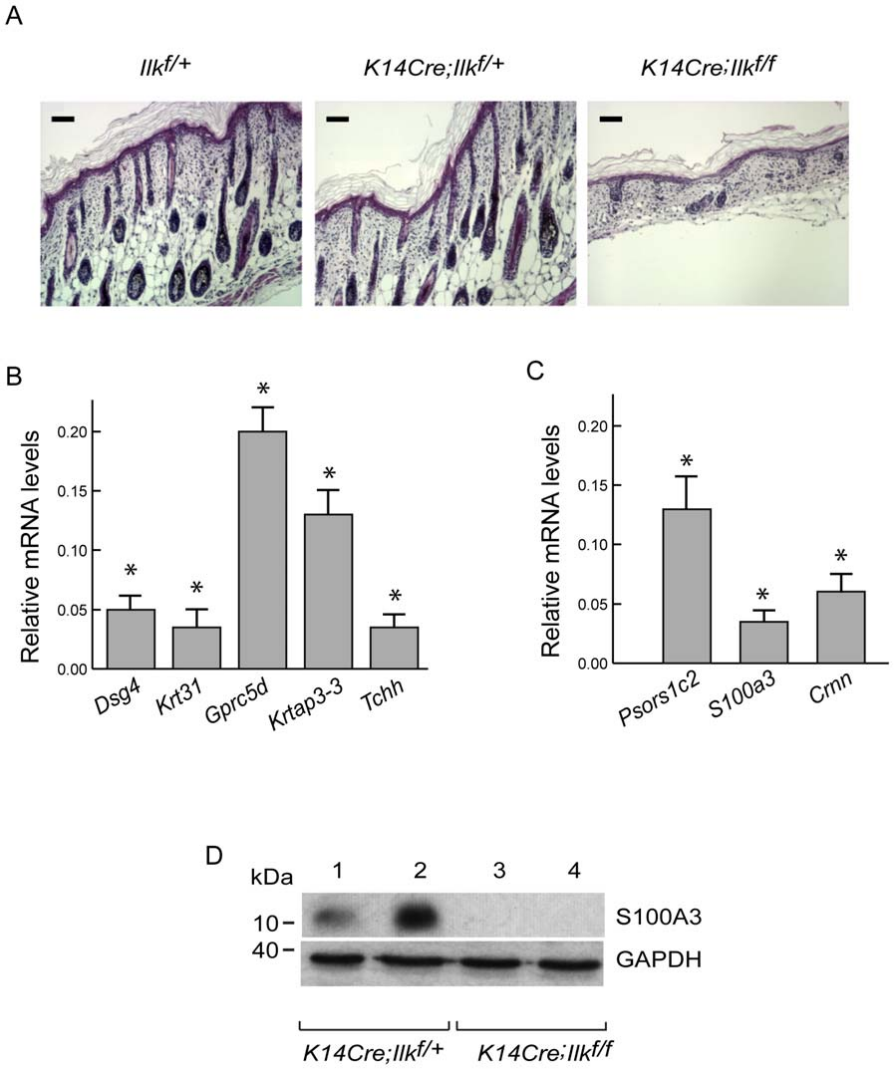
Analysis of hair follicle- and keratinocyte differentiation-associated transcripts in ILK-deficient epidermis. (**A**) Paraffin sections of skin isolated from 3 day-old mice of the indicated genotype were processed for histological analysis, and stained with hematoxylin and eosin. Bar, 40 µm (**B, C**) Expression levels of selected transcripts encoding proteins present in the hair follicle (panel B) or in differentiated keratinocytes (panel C) in ILK-deficient *K14Cre-Ilk^f/f^* epidermis, determined by qPCR. The results are expressed as the mean+SEM (n = 5), and asterisks indicate *P*<0.001 (Student's t test) relative to the corresponding transcript levels in ILK-expressing *K14Cre-Ilk^f/+^* epidermis (set to 1). (**D**) Protein lysates prepared from the skin of 3 day-old mice of the indicated genotypes were resolved by denaturing gel electrophoresis, followed by immunoblot analysis using antibodies against anti-S100A3. The blots were also probed with antibodies against GAPDH, used as loading control.

To confirm the alterations observed from the microarray experiments, we conducted real-time, quantitative polymerase chain reaction (qPCR) analyses on selected transcripts, using RNA preparations from ILK-expressing and ILK-deficient epidermis isolated from additional 3 day-old mice (Fig. 2B and Table 1). Transcript levels of hair keratin *Krt31* and the keratin-associated protein *Krtap3-3* were, respectively, 28- and 8-fold lower in ILK-deficient samples than in normal tissues. Similarly, the orphan G-protein coupled receptor *Gpcr5d*, an important constituent of the differentiated regions of the hair cortex likely involved in the expression of hair keratins [19], was expressed at 5-fold lower levels in ILK-deficient epidermis. Transcripts encoding desmoglein-4, which is an important structural constituent of desmosomes in the hair cuticle and cortex, as well as in the more differentiated spinous layers of the interfollicular epidermis [20], were expressed at ∼18-fold lower levels in ILK-deficient epidermis. Finally, transcripts encoding the inner root sheath protein trichohyalin, which is also found in the terminally differentiated cells of the cornified envelope, were about 28-fold less abundant in the mutant tissues. The reduced abundance of these genes is consistent with the notion that ILK expression in the epidermis is essential for hair follicle maturation past stages 4–5, and confirms the accuracy of our microarray profiling results.

**Table 1:** Validation of the differential expression of selected genes in ILK-deficient epidermis.

			ILK^deficient^/ILK^expressing^ (fold change)	
Class	Gene	Gene Name	Microarray	qPCR
**Hair follicle**				
	*Dsg4*	Desmoglein 4	−7.9	−18.2
	*Krt31*	Keratin 31	−16.1	−28.6
	*Krtap3-3*	Keratin-associated protein 3-3	−18.4	−7.8
	*Gpcr5d*	G protein-coupled receptor family C, Group 5, member D	−14.7	−4.9
	*Tchhc*	Trichohyalin	−16.9	−28.0
**Keratinocyte Differentiation; Psoriasis**				
	*Crnn*	Cornulin	−8.6	−15.5
	*S100A3*	S11 calcium-binding protein A3	−7.5	−21.9
	*Psors1c2*	Psoriasin (S100 A7)	−4.5	−7.6
**Growth factor pathways**				
	*Tgfb2*	Transforming growth factor-ß2	2.9	3.1
	*Ltbp1*	Latent TGF-ß binding protein 1	2.3	1.9
	*Igf1r*	Insulin-like growth factor receptor 1	2.0	2.0
	*Ctgf*	Connective tissue growth factor	2.7	3.7
**Wnt pathway**				
	*Sfrp2*	Secreted frizzle-related protein 2	3.5	2.6
	*Lgr5*	Leucin-rich repeat containing GPCR5	3.1	8.0
**Hedgehog Pathway**				
	*Gli1*	GLI family zinc finger 1	1.9	4.5
	*Gli2*	GLI family zinc finger 2	1.8	5.1
	*Ptch2*	Patched homolog 2	2.3	5.2
	*Bmp7*	Bone morphogenetic protein 7	1.5	3.1
**Miscellaneous**				
	*Hr*	Hairless	2.2	2.6
	*Tyr*	Tyrosinase	2.9	2.0
	*Rhoc*	Ras homolog gene family member C	2.5	3.9

### Role of ILK in expression of genes involved in keratinocyte differentiation and barrier formation

Cells in the lowermost, basal layer of the epidermis exhibit proliferative capacity, and differentiate into suprabasal keratinocytes, characterized by their strong intercellular junctions and post-mitotic character. The suprabasal layers provide the epidermis its barrier properties, *via* assembly of desmosomes and other cell-cell junctions, as well as production of an elaborate network of cross-linked proteins and synthesis of specialized lipids [1]. Significantly, ILK-deficient epidermis exhibited a substantial reduction in the levels of various mRNAs that encode key enzymes and factors necessary for protein cross-linking and lipid biosynthesis. For example, transcript abundance of transglutaminase 3 (*Tgase3*), a major cross-linking enzyme expressed in the spinous and granular layers [21], and of *Prr9*, a member of the small proline-rich proteins that serve as substrates for TGAse [22], were detected at 7- and 20-fold lower levels, respectively, in ILK-deficient epidermis (Table S2). 

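Transglutaminase 3, encoded by Tgm3, cross-links proteins of the hair inner root sheath and the cornified envelope. Prr9 encodes a small proline-rich protein, listed here among both the hair shaft and the cornified envelope genes. Prr9 was at 7.28 ± 0.498 (SD, n = 5) in ILK-deficient and 11.62 ± 1.15 (SD, n = 5) in ILK-expressing epidermis. Its log2 fold change was -4.34 (standard error 0.489, adjusted p = 0.00211 from limma), which is 20.25-fold lower. Tgm3 was at 11.12 ± 0.0805 (SD, n = 5) and 12.06 ± 0.228 (SD, n = 5), a log2 fold change of -0.94 (standard error 0.104, adjusted p = 0.00203 from limma), which is 1.92-fold lower. Tgm5, a transglutaminase of the upper epidermal layers, rose by 0.94 (standard error 0.104, adjusted p = 0.00205). No ILK-deficient array overlapped the ILK-expressing arrays for any of these 3 genes.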

Smaller but significant decreases in the levels of *PPAR-γ*, *Scd2* and *Dhcr24* mRNAs were also detected in ILK-deficient keratinocytes. 

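Pparg encodes a nuclear receptor that directs lipid synthesis in sebocytes and keratinocytes, and Scd2 a desaturase that makes monounsaturated fatty acids. Pparg fell by 0.76 on the log2 scale in ILK-deficient epidermis (standard error 0.151, adjusted p = 0.0233 from limma), and Scd2 fell by 0.69 (standard error 0.127, adjusted p = 0.0168). Fads3, a fatty acid desaturase that acts on sphingoid bases, fell by 1.64 (standard error 0.377, adjusted p = 0.0399), and Fdps, an enzyme ahead of cholesterol, fell by 0.40 (adjusted p = 0.0306, lost under 13 of 26 alternative settings). Of elongases of fatty acid chains, Elovl4 was at -0.16 (adjusted p = 0.259), Elovl1 at -0.03 (adjusted p = 0.944) and Elovl3, named after its values were seen, at -2.31 (standard error 0.565, adjusted p = 0.0508), and none of the 3 passed. Of 36 genes of barrier lipid synthesis, 3 were lower and none was higher (9 lower when adjusted over the list alone), with an adjusted p = 0.0761 in the directional test. Of 19 genes of cholesterol synthesis, 1 was lower (10 lower when adjusted over the list alone), with an adjusted p = 0.0438 in that test and an adjusted p = 0.259 with an estimated correlation. Of 17 sebaceous gland genes, 2 were lower and none was higher (5 lower when adjusted over the list alone). The directional test gave this list an adjusted p = 0.0771. Camera gave an adjusted p = 1.18e-06 at a preset correlation and 0.32 with an estimated correlation.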

The latter two genes encode, respectively, stearoyl-coenzyme A desaturase 2, which is involved in the biosynthesis of monounsaturated fatty acids essential for skin permeability barrier [23], and 24-dehydrocholesterol reductase, implicated in synthesis of intercellular lipids of the stratum corneum. Similarly, *PPAR-γ* modulates the transcription of genes involved in epidermal barrier formation, lipid synthesis and sebocyte differentiation, such as cholesterol sulfotransferase [24].

In addition to desmoglein 4, other components of the cornified envelope were substantially downregulated in the absence of ILK. 

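Crnn encodes cornulin, a protein of the granular and cornified layers, and S100a3 a calcium-binding protein of the hair cuticle. Crnn was at 7.50 ± 0.234 (SD, n = 5) in ILK-deficient and 10.61 ± 1.42 (SD, n = 5) in ILK-expressing epidermis, a log2 fold change of -3.11 (standard error 0.563, adjusted p = 0.0158 from limma). S100a3 fell by 2.92 (standard error 0.357, adjusted p = 0.00304). Lce1a1, a late cornified envelope protein, was at 14.05 in both genotypes (adjusted p = 0.999). Lor, the envelope's main protein loricrin, had a log2 fold change of -0.15 (standard error 0.0713, adjusted p = 0.328). Both genes lie near the top of the range of values, and whether changes are compressed there was not tested. Of 49 cornified envelope genes, 5 were lower, 1 was higher and 43 did not pass. When adjusted over the list alone, 9 were lower and 1 was higher. Of the 5 lower genes, Prr9 is also among the hair shaft genes and Tgm3 among the inner root sheath genes. Their falls are therefore not those of the envelope alone. The median of the list was -0.15, and the directional test gave an adjusted p = 0.212.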

Cornulin is a marker of late epidermal differentiation found in the granular and in the cornified layers [25], and its 10-fold lower abundance in ILK-deficient epidermis was confirmed by qPCR (Fig. 2C, Table 1). Transcripts encoding the Ca^2+^-binding protein S100A3, involved in maturation of the epidermis and appendages such as hair follicles [26], were 15-fold less abundant as measured by qPCR, and no detectable S100A3 protein was found in lysates from *K14Cre; Ilk^f/f^* skin (Fig. 2C and 2D, Table 1). *Ilk* gene inactivation is also associated with altered distribution of the suprabasal marker loricrin [10], [27]. Thus, ILK plays a broad and important positive modulatory role in keratinocyte differentiation and acquisition of epidermal barrier function.

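Krt1 and Krt10, the keratin pair of the suprabasal layers, kept close to the same level in both genotypes. Krt1 was at 14.05 ± 0.0542 (SD, n = 5) in ILK-deficient and 14.12 ± 0.105 (SD, n = 5) in ILK-expressing epidermis (adjusted p = 0.753 from limma). Krt10 had a log2 fold change of -0.04 (standard error 0.0632, adjusted p = 0.858). The highest value of an array was 14.71 to 16.66, so both genes lie near the top. Whether changes are compressed there was not tested. Of 15 genes of suprabasal keratins and early differentiation, limma called none (none when adjusted over the list alone, none higher and 3 lower at an unadjusted p under 0.05, and none by the methods' analysis of variance after adjustment). The directional test of this list gave an adjusted p = 0.284. Camera gave 0.035, downwards, at a preset correlation and 0.548 with an estimated correlation. From the lower abundance of transcripts for cross-linking enzymes, lipid synthesis and cornified envelope components, together with the altered distribution of loricrin, the paper concludes that ILK acts as a positive modulator of keratinocyte differentiation and of the epidermal barrier.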

### Nexus between ILK expression and psoriasis

Psoriasis is a chronic cutaneous inflammatory disease with genetic and auto-immune components. Psoriatic skin is scaly and thickened, due to marked increases in keratinocyte proliferation, accompanied by altered differentiation [28]. Analyses of the psoriatic transcriptome have identified a large number of genes upregulated in these lesions. Significantly, a subset of these genes is downregulated in ILK-deficient epidermis (Fig. 2C, Table 1 and Table S2). Examples of these genes include *SerpinB3A, S100A3, S100A6, Sprr20*, and *Akr1c18*. 

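Serpinb3a, a protease inhibitor of stressed epidermis, fell by 0.65 on the log2 scale in ILK-deficient epidermis (standard error 0.121, adjusted p = 0.0169 from limma). S100a6, a calcium-binding protein, was at -0.98 (standard error 0.261, adjusted p = 0.0701), and Akr1c18, a steroid dehydrogenase, at -0.90 (standard error 0.292, adjusted p = 0.134). Both were lower in every ILK-deficient than in every ILK-expressing array (exact permutation test, two-sided, p = 0.00794). Of 6 genes that the paper names for psoriasis from these arrays, 3 were lower (6 when adjusted over the list alone), a count that is not independent evidence of the list's direction. Of 32 genes raised in psoriatic lesions, listed from general knowledge, 1 was lower and 1 higher (1 and 1 when adjusted over the list alone). The list had an adjusted p = 0.367 in the directional test. Camera gave 0.0403, downwards, at a preset correlation and 0.548 with an estimated correlation. The higher gene was Krt17, a keratin of hyperproliferative epidermis, at 0.29 (standard error 0.0645, adjusted p = 0.0325), a call lost under 14 of 26 alternative settings. The abundant Sprr1a, an envelope precursor, was at -0.54 (adjusted p = 0.202), and Stfa3, a cysteine protease inhibitor, at -0.16 (adjusted p = 0.508).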

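Psors1c2 and S100a7a are separate genes with separate probe sets in the annotation used. Psors1c2, a gene of the psoriasis susceptibility region, was at 6.70 ± 0.176 (SD, n = 5) in ILK-deficient and 8.86 ± 1.26 (SD, n = 5) in ILK-expressing epidermis, a log2 fold change of -2.16 (standard error 0.496, adjusted p = 0.0394 from limma). Under 26 alternative settings this change was between -2.55 and -1.23, and the call was lost under 14 of them. S100a7a, which encodes the mouse S100A7 protein, was at 6.84 ± 0.061 (SD, n = 5) and 7.78 ± 0.839 (SD, n = 5), a log2 fold change of -0.95 (standard error 0.33) that did not pass (adjusted p = 0.167). Neither gene's ILK-deficient arrays overlapped the ILK-expressing ones (exact permutation test, two-sided, p = 0.00794 for each).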

Of particular interest is the downregulation of *Psors1c2*, which encodes psoriasin (also termed S100A7), which is important in promoting anti-microbial activity, survival and responses to inflammatory stimuli in keratinocytes. Psoriasin is also upregulated in a variety of epithelial tumours, including oral carcinomas, in which it increases the invasive capabilities of transformed cells [29]. These findings suggest a potential link between ILK expression and disorders that involve aberrant keratinocyte proliferation, and will be an important area for future research.

### Modulation of genes implicated in responses to injury and growth factor signaling

ILK-deficient epidermis exhibits regions with loss of integrity in the dermal-epidermal junction and microblister formation, particularly in friction-prone areas [9], [10]. As early as 2–3 days after birth, ILK-deficient epidermis develops erosions, acanthosis, extensive edema and inflammation. Consistent with these alterations, our profiling studies demonstrate up to 6-fold upregulation of various genes that play key roles in maintenance of epidermal homeostasis and repair following injury, particularly those implicated in various growth factor pathways (Figure 3A, Table 1 and Table S2). 

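Tnc, the matrix protein tenascin-C that appears at wound edges, had a log2 fold change of 1.37 in ILK-deficient epidermis (standard error 0.194, adjusted p = 0.0055 from limma). Of 27 genes of wounded or hyperproliferative keratinocytes, 6 were higher and none was lower (13 higher and 1 lower when adjusted over the list alone). Of 30 genes of the TGF-ß pathway, 9 were higher and none was lower (16 higher and 1 lower when adjusted over the list alone). Among the 9, Tgfb2, Tgfb3, Ltbp1, Tgfb1i1 and Ccn2 had been reported by the paper from these arrays, so this count is not independent evidence. Of 27 genes of IGF, FGF and PDGF signaling, 8 were higher and 1 was lower (13 higher and 2 lower when adjusted over the list alone). The directional tests gave an adjusted p = 0.00333 for the TGF-ß list and 0.00233 for the others, and an adjusted p = 0.165 for each of the 3 lists with an estimated correlation.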

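Tgfb2 and Tgfb3 encode the TGF-ß2 and TGF-ß3 ligands. Tgfb2 was at 11.04 ± 0.542 (SD, n = 5) in ILK-deficient and 9.46 ± 0.458 (SD, n = 5) in ILK-expressing epidermis, a log2 fold change of 1.57 (standard error 0.28, adjusted p = 0.0148 from limma). In ILK-deficient replicate 3 it reached 10.09, against 11.16 to 11.44 in the other 4 arrays. Tgfb3 rose by 0.69 (standard error 0.165, adjusted p = 0.0455; exact permutation test, two-sided, p = 0.0159), and this call was lost under 13 of 26 alternative settings.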

Transcripts that encode transforming growth factor (TGF)-ß 2 and 3 isoforms, which are expressed by keratinocytes and play important modulatory roles for dermal fibroblasts [30], are upregulated. 

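Ltbp1 encodes a protein that binds latent TGF-ß to the extracellular matrix, and Tgfb1i1 the TGF-ß-induced focal adhesion protein HIC-5. Ltbp1 was at 9.67 ± 0.313 (SD, n = 5) in ILK-deficient and 8.41 ± 0.348 (SD, n = 5) in ILK-expressing epidermis, and rose by 1.25 on the log2 scale (standard error 0.187, adjusted p = 0.00693 from limma). Tgfb1i1 rose by 0.75 (standard error 0.112, adjusted p = 0.00698). Neither gene's values overlapped between the genotypes.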

We also found increased levels of *Ltbp1* mRNA, which is consistent with previous finding demonstrating that expression of TGF-ß is coordinately regulated with that of latent TGF-β-binding proteins [31]. 

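Igfbp4, Igfbp7 and Igfbp5 encode secreted proteins that bind insulin-like growth factors. Igfbp7 had a log2 fold change of 0.86 in ILK-deficient epidermis (standard error 0.215, adjusted p = 0.055 from limma) and Igfbp4 one of 0.75 (standard error 0.257, adjusted p = 0.157). Both overlapped between the genotypes and had an exact permutation p = 0.0159 (two-sided). Igfbp7 passed the adjusted test under 9 of 26 alternative settings and Igfbp4 under none of them. Igfbp5 fell by 0.84 (standard error 0.17, adjusted p = 0.025).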

The increases in TGF-ß expression appear to have functional implications, as we also detected elevated levels of direct TGF-ß targets, such as *Igfbp4* and *Igfpb7*, which encode the insulin-like growth factor (IGF)-binding proteins 4 and 7. IGF plays important roles in keratinocyte proliferation, survival, hair follicle growth and epidermal repair following mechanical or UV-induced damage [32], [33]. 

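Igf1r and Fgfr1 encode receptors for insulin-like and fibroblast growth factors, Irs2 an adaptor below the IGF receptor, Dusp6 a phosphatase induced by FGF signals, and Pdgfc a ligand of PDGF receptors. Igf1r was at 10.42 ± 0.244 (SD, n = 5) in ILK-deficient and 9.41 ± 0.274 (SD, n = 5) in ILK-expressing epidermis, a log2 fold change of 1.00 (standard error 0.149, adjusted p = 0.00693 from limma). Fgfr1 rose by 0.76 (standard error 0.133, adjusted p = 0.0136), Irs2 by 0.93 (adjusted p = 0.0199), Dusp6 by 0.80 (adjusted p = 0.00838) and Pdgfc by 0.63 (adjusted p = 0.0292). The growth factor Igf2, at -0.11, did not pass (adjusted p = 0.88).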

ILK-deficient epidermis also exhibits increased levels of IGF receptor 1 (*Igfr1*) and FGF receptor 1 (*Fgfr1*) mRNAs. FGFR1 functions coordinately with IGF receptor activation, playing key roles in cutaneous homeostasis, inflammation and repair pathways [34]. Epidermal ILK-deficiency also resulted in elevated levels of transcripts encoding Connective Tissue Growth Factor (CTGF), a member of the CCN family of matricellular proteins expressed by keratinocytes and fibroblasts. 

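Connective tissue growth factor is encoded by Ccn2, the current symbol of Ctgf. Ccn2 was at 10.89 ± 0.162 (SD, n = 5) in ILK-deficient and 9.43 ± 0.516 (SD, n = 5) in ILK-expressing epidermis, a log2 fold change of 1.45 (standard error 0.215, adjusted p = 0.00681 from limma). Thbs1, the matricellular protein thrombospondin-1 that activates latent TGF-ß, rose by 1.05 (standard error 0.173, adjusted p = 0.0104). All 5 ILK-deficient arrays lay above all 5 ILK-expressing arrays for both genes.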

CTGF is upregulated by TGF-ß and other inflammatory cytokines, and is central for regenerative and fibrotic processes [30]. Whether ILK directly regulates all of these genes remains to be determined, but it is clear that its absence results in cutaneous alterations with broad, pleiotropic effects on multiple pathways that are themselves key for normal function, repair and/or maintenance of the skin.

**Figure 3:**
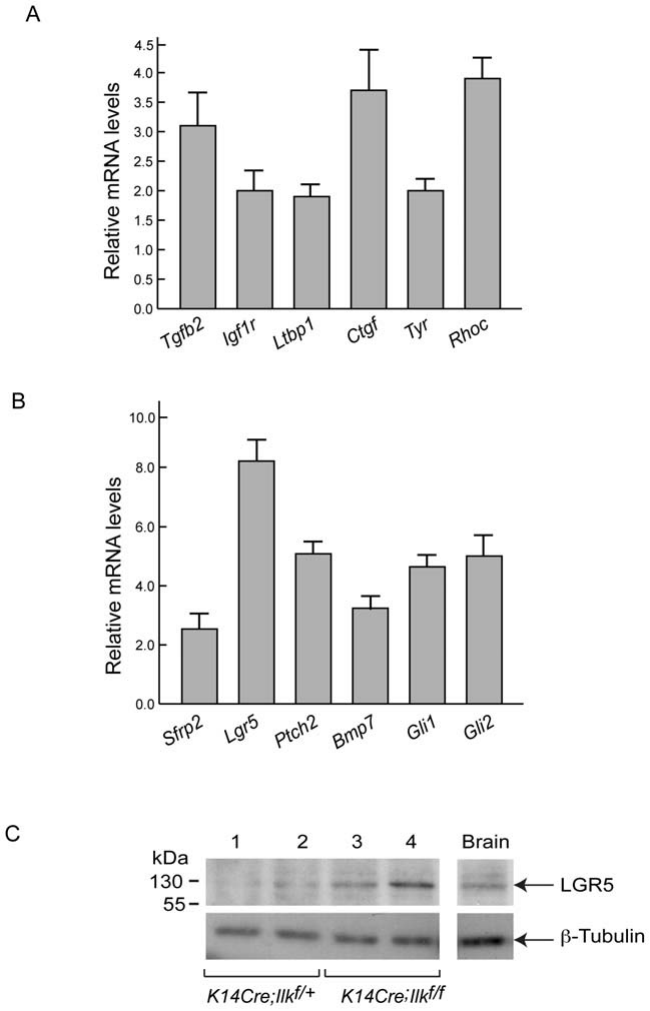
Altered expression of genes encoding growth factors and developmental regulators in ILK-deficient epidermis. (**A, B**) Expression levels of selected transcripts encoding proteins associated with growth factors or pigmentation (panel A), or key factors in developmental epidermal pathways (panel B) in ILK-deficient *K14Cre-Ilk^f/f^* epidermis, determined by qPCR. The results are expressed as the mean+SEM (n = 5). The differences in expression in ILK-deficient epidermis for each of transcripts shown reached statistical significance (*P*<0.001, Student's t test) relative to the corresponding transcript levels in ILK-expressing *K14Cre-Ilk^f/+^* epidermis (set to 1). (**C**) Protein lysates prepared from the skin of 3 day-old *K14Cre-Ilk^f/f^* or *K14Cre-Ilk^f/+^* mice (two animals of each genotype) were resolved by denaturing gel electrophoresis, followed by immunoblot analysis using antibodies against LGR5, or γ-tubulin, used as loading control. Lysates prepared from wild type mouse brain were used as a positive control for LGR5 expression.

### Epidermal ILK deficiency is associated with increased expression of genes involved in Wnt signaling

The Wnt signaling pathway plays important roles in patterning and development of a wide variety of tissues, in stem cell maintenance and in carcinogenesis [35]. Wnt signals are required for embryonic hair follicle development and postnatal anagen growth [36]. A link between Wnt and ILK has been proposed in some cell types, based on the observation that exogenous ILK expression in intestinal or mammary epithelial cells reportedly induced activation of the downstream Wnt effectors ß-catenin and Lymphoid Enhancer Factor (LEF)-1 [37]. Similarly, ILK is required for activation of Wnt pathways during somite formation in chick embryos [38]. In contrast, *Ilk* gene expression does not appear to be required for Wnt signaling in the post-natal hair follicle, as its inactivation in stem cells of the hair follicle bulge does not cause detectable alterations in anagen hair growth [11]. The results of our microarray further confirm the notion that ILK is not required for Wnt signaling in at least some aspects of epidermal appendage growth. In fact, ILK would appear to have a moderate negative modulatory effect on Wnt-activated pathways, as we observed upregulation of several direct Wnt targets in ILK-deficient P3 epidermis, including *Sfrp2* (3.5-fold), *Lgr5* (3.1-fold), *Lgr6* (2-fold), *Wif1* (1.6-fold), and *Dkk3* (2-fold, Fig. 3B, Table 1, Figure S2 and Table S2). 

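Sfrp2, Wif1 and Dkk3 encode secreted modulators of Wnt signals, and Lgr5 and Lgr6 receptors for R-spondins on follicle stem cells. Sfrp2 rose from 6.12 ± 0.219 (SD, n = 5) in ILK-expressing to 7.93 ± 0.322 (SD, n = 5) in ILK-deficient epidermis, a log2 fold change of 1.81 (standard error 0.158, adjusted p = 0.000861 from limma). Lgr5 rose by 1.64 (standard error 0.259, adjusted p = 0.0084), Lgr6 by 0.99 (standard error 0.13, adjusted p = 0.00412) and Dkk3 by 0.99 (standard error 0.106, adjusted p = 0.00203). Wif1 rose by 0.72 (standard error 0.165, adjusted p = 0.0384), a call that was lost under 14 of 26 alternative settings. The abundant cyclin gene Ccnd1, at 0.11 (adjusted p = 0.653), and Dkkl1, a relative of the Dickkopf inhibitors, at -0.13 (adjusted p = 0.702), did not pass. Of 37 Wnt targets and modulators, 8 were higher and 1 was lower (10 higher and 3 lower when adjusted over the list alone). The median of the list was 0.11. The directional test gave an adjusted p = 0.0118, and an adjusted p = 0.344 with an estimated correlation. The paper had reported Sfrp2, Lgr5, Lgr6, Wif1 and Dkk3 from these arrays, so the count and test are not independent evidence of direction. Among members named after their values were seen, Lgr4 (0.64), Rnf43 (0.53) and Znrf3 (0.45) were the other higher ones. Axin2 at 0.21 (adjusted p = 0.325), Lef1 at 0.07 (adjusted p = 0.944) and Myc at -0.11 (adjusted p = 0.781) did not pass.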

Secreted Wnt modulators, such as SFRP2, provide a mechanism for fine tuning canonical Wnt responses and planar cell polarity processes, by binding to Wnt ligands and locally limiting their actions [35].

The G protein-coupled receptor LGR5 is both a target and a modulator of Wnt responses. LGR5 binds to R-spondin, and cooperates with Wnt to activate ß-catenin/LEF-1 and planar cell polarity (PCP) signaling [39], [40]. In the epidermis, LGR5 is found in the E18.5 developing outer root sheath, in newborn hair follicles and in the hair follicle bulge stem cells of adult mice [41]. In the latter, LGR5 controls stem cell activity, is important for hair follicle regeneration during anagen, and constitutes a key marker for hair follicle stem cells. We confirmed the increases in *Lgr5* mRNA by qPCR (Table 1), and found that they are accompanied by increases at the protein level (Fig. 3B and 3C). At present, the functional significance of these changes in LGR5 on hair follicle biology is not clear, as *K14Cre;Ilk^f/f^* mice succumb before hair follicle development is completed. This will be an important area for future research.

### Epidermal ILK deficiency is associated with increased expression of sonic hedgehog (Shh) targets

During morphogenesis of the epidermis and its appendages, Shh produced by the dermal mesenchyme stimulates keratinocytes, participating in hair follicle formation. Following birth, Shh is important for anagen hair follicle growth (reviewed in [42]). The Shh pathway is also positively modulated by Wnt ligands in developing hair follicles. Shh binding to its receptors, PTCH 1 and 2, and ultimately results in activation of GLI transcription factors, creating a positive feedback loop in which GLI proteins further activate transcription of *Ptch* and *Gli* genes [42]. Associated with the abnormal development of ILK-deficient hair follicles, our analysis also found evidence of increased activation of Shh signaling in P3 tissues. In particular, we found increased mRNA levels of the direct Shh downstream targets *Ptch2, Gli1, Gli2, Mycn, Bcl2*, and *Bmp7* [43] (Fig. 3B, Table 1, Figure S2 and Table S2). 

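Gli1 and Gli2 encode transcription factors of the Shh pathway, and Mycn, Bcl2, Bmp7 and Hhip are among its targets. Gli2 rose from 9.12 ± 0.433 (SD, n = 5) in ILK-expressing to 10.00 ± 0.162 (SD, n = 5) in ILK-deficient epidermis, a log2 fold change of 0.88 (standard error 0.185, adjusted p = 0.028 from limma). Bcl2, an inhibitor of apoptosis, rose by 0.72 (standard error 0.131, adjusted p = 0.0158), Bmp7, a bone morphogenetic protein, by 0.60 (standard error 0.0825, adjusted p = 0.00531) and Hhip, a decoy receptor for Shh, by 0.46 (adjusted p = 0.0252). Gli1, at 0.92 (standard error 0.248), did not pass (adjusted p = 0.0757; exact permutation test, two-sided, p = 0.0159), nor did Mycn, at 0.73 (standard error 0.266, adjusted p = 0.19; exact permutation p = 0.0397). In ILK-expressing replicate 4, Gli1, Gli2 and Mycn were each far below the other 4 arrays, and Gli1 was also low in ILK-deficient replicate 3. The cyclin gene Ccnd2 was at 0.22 (adjusted p = 0.205). Of 19 Shh pathway genes, 5 were higher and none was lower (12 higher when adjusted over the list alone). The directional test gave an adjusted p = 0.00551, and an adjusted p = 0.174 with an estimated correlation. Among the 5, Gli2, Bcl2 and Bmp7 had been reported by the paper from these arrays, so this count is not independent evidence.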

Shh signaling is important for invagination of stage-2 hair follicles [44], and the evidence of Shh signaling in ILK-deficient epidermis is consistent with the observed ability of ILK-deficient hair follicles to develop at least to stages 2–4. The increased levels of Shh-modulated targets in ILK-deficient skin from 3 day-old mice may contribute to the abnormal hair follicle development observed. Alternatively, it may reflect the arrest in hair follicle growth at stages 2–4 observed in the postnatal ILK-deficient epidermis, as during these early stages the Wnt and Shh pathways are active, but their activation decreases during later stages of hair follicle morphogenesis, which have been reached at P3 in ILK-expressing epidermis.

### Melanocyte signature genes in ILK-deficient epidermis

In the mouse embryo, neural crest cells migrate towards the ectoderm from E8.5 to E12, and colonize the epidermis and developing hair follicles as melanoblasts. Around the time of birth, melanoblasts differentiate into melanocytes, which remain in the interfollicular epidermis or home in the hair bulbs [45]. Although melanogenic gene expression begins with the activation of *Sox10* in the neural crest cells at E8.5–E9.0, fully differentiated melanocytes that produce pigment granules only arise around birth. *Sox10* expression is maintained in melanoblasts and melanocyte stem cells that home in the hair follicle bulge in post-natal skin.

SOX10 directly activates another key melanogenic gene, *Mitf*, around E9.5–E10.0. These two transcription factors cooperate to induce expression of key melanin-producing enzymes, such as tyrosinase, around E16.5. Later on, the perinatal period is characterized by activation of melanin biosynthesis and uptake of melanin-containing melanosomes by keratinocytes [46], [47]. In mice, progressive loss of interfollicular epidermal melanocytes occurs during the first few weeks after birth [48].

Although no major differences in appearance are evident at birth, by P3 *K14Cre;Ilk^f/+^* mice show substantial cutaneous pigmentation, whereas *K14Cre;Ilk^f/f^* mice do not (Figure S3). 

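Sox10 and Mitf encode transcription factors of melanocytes, and Tyr, Tyrp1 and Dct the enzymes of melanin synthesis. Tyr was at 8.50 ± 0.60 (SD, n = 5) in ILK-deficient and 6.95 ± 0.402 (SD, n = 5) in ILK-expressing epidermis, a log2 fold change of 1.55 (standard error 0.284, adjusted p = 0.0163 from limma). Tyrp1 had the highest log2 fold change of these genes, 2.23 (standard error 0.547), but missed the threshold (adjusted p = 0.0511; exact permutation test, two-sided, p = 0.00794). It was at 6.84 in ILK-expressing replicate 1 and between 9.38 and 9.73 in the other ILK-expressing arrays. That array was also low for Dct, Pmel and the mean of the melanocyte genes, which was at 7.96 there and between 8.30 and 8.40 in the others. Sox10 rose by 0.69 (standard error 0.0985, adjusted p = 0.00569) and Mitf by 0.81 (standard error 0.18, adjusted p = 0.0335). Mitf has 2 probe sets. Under 26 alternative settings its change was between 0.36 and 0.96, and the call was lost under 12 of them. Dct rose by 1.53 (adjusted p = 0.0313), Pmel, which forms the fibrils of the melanosome, by 1.28 (adjusted p = 0.0312), and Slc24a5, an ion exchanger of melanosomes, by 1.32 (adjusted p = 0.00563). Ednrb, the endothelin receptor of melanoblasts, rose by 1.45 (adjusted p = 0.017). Mlana, a melanosome protein, was at 0.72 (adjusted p = 0.133), and Rab38, which sorts melanosome cargo, at -0.08 (adjusted p = 0.799). Of 24 melanocyte genes, 11 were higher and none was lower (22 higher when adjusted over the list alone). The directional test gave an adjusted p = 0.00233, and an adjusted p = 0.165 with an estimated correlation. Of 10 genes of the pigment machinery, 5 were higher (10 when adjusted over the list alone). Kitl, the keratinocyte factor that sustains melanocytes, rose by 0.79 (adjusted p = 0.0261). Of 9 genes listed as melanocyte niche factors, Kitl among them, 2 were higher and none was lower (3 higher and 2 lower when adjusted over the list alone). Their median was -0.01, with an adjusted p = 0.0841 in the directional test and 0.738 with an estimated correlation. Mc1r and Rab27a of this list are also among the 24 melanocyte genes, so these values are not those of niche factors alone. Hgf, a growth factor of this list named after its values were seen, was at -0.96 (adjusted p = 0.053).

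**Figure D3:**
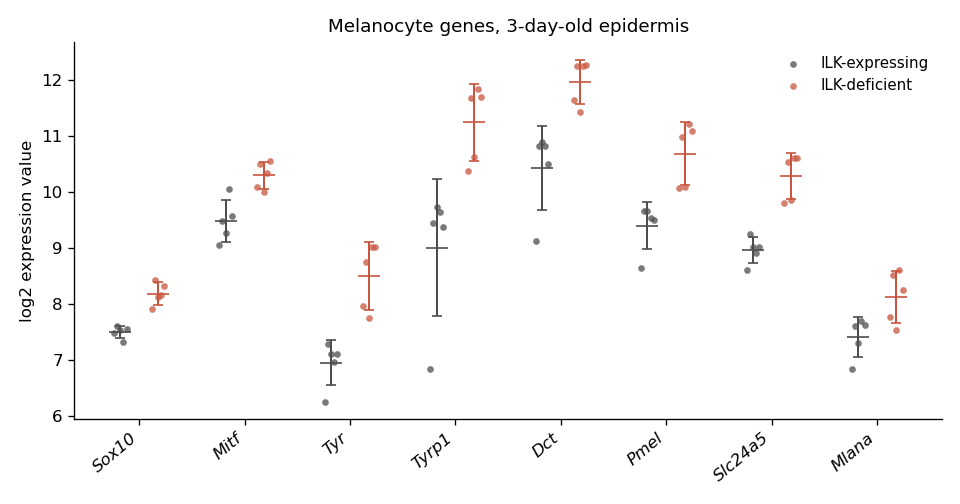
Log2 expression values of 8 melanocyte genes on 5 ILK-expressing and 5 ILK-deficient arrays, with the mean and SD of each genotype. For Tyr, the means are 6.95 and 8.50, and the ILK-expressing array with the lowest Tyrp1 value lies at 6.84.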

In apparent contradiction with these observations, our microarray and qPCR analyses indicate increases in the abundance of mRNAs encoding SOX10, MITF, TYR and TYRP1 in ILK-deficient epidermis (Table 1, Figure S4 and Table S2). The presence of these transcripts suggests that lack of ILK in keratinocytes does not interfere with the early homing of melanoblasts to the skin or with expression in these cells and/or their descendants of rate-limiting enzymes for melanin production, such as TYR and TYRP1. Full differentiation and proliferation of melanocytes requires multiple factors, including some that are secreted by keratinocytes [48]. Thus, important areas for future research will include determining whether the apparent hypopigmentation of *K14Cre;Ilk^f/f^* skin results from altered keratinocyte-melanocyte interactions that lead to reduced melanin biosynthesis and/or impaired melanosome uptake by keratinocytes.

In summary, genome-wide analyses demonstrates that ILK is essential for proper development of epidermal appendages, for barrier formation and keratinocyte maturation, as well as pigmentation and regenerative processes.

## Materials and Methods

### Antibodies and reagents

Antibodies and their sources are as follows: ß-tubulin (E7, Developmental Studies Hybridoma Bank, University of Iowa), ILK (mouse monoclonal, 611802, Transduction Laboratories, Lexington, KY, or rabbit polyclonal, 1979-1, Epitomics, Burlingame, CA), S100A3 (rabbit polyclonal, 12343-1-AP, ProteinTech Group, Chicago, IL), LGR5 (rabbit polyclonal, AP2745f, Abgent, San Diego, CA), Glyceraldehyde-3-phosphate dehydrogenase (GAPDH; mouse monoclonal, CSA-335, Assay Designs, Ann Arbor, MI). Dispase II (04 942 078 001) was purchased from Roche Diagnostics (Indianapolis, IN).

### Mouse strains

The mouse strains used were: *Ilk^tm1Star^*, with engineered *loxP* sites downstream from exons 4 and 12 of the *Ilk* gene (hereafter termed *Ilk^f/f^*; [15]), and *Tg(KRT14-cre)1Amc/J* (hereafter termed *K14Cre*; Stock No. 004782, The Jackson Laboratory, Bar Harbor, Maine) [49]. These two strains were bred to produce animals hemizygous for the *KRT14-cre* allele, and either homozygous or heterozygous for the floxed *Ilk* allele (hereafter termed, respectively, *K14Cre; Ilk^f/f^* or *K14Cre; Ilk^f/+^*). Mice were genotyped as previously described [9].

### Ethics statement

All protocols for mouse experimentation were approved by the University of Western Ontario Animal Use Care Committee (Approved Protocol No. 2007-005, 2011), in accordance with regulations and guidelines from the Canadian Council on Animal Care.

### RNA preparation and processing

Skins from 3 day-old mice were harvested and digested with dispase diluted in phosphate-buffered saline (PBS; 8 mg/ml, final) for 1 h at 37°C. After digestion, the epidermis was mechanically separated from the dermis. RNA from 25-mg fragments was extracted and purified using RNeasy minikits (Qiagen, Louisville, KY), following the manufacturer's instructions. RNA quantity and quality for microarray experiments and qPCR were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA) and RNA 6000 Nano kit (Caliper Life Sciences, Hopkinton, MA). Only samples with RNA integrity numbers ≥8 were used. For probe preparation, cDNA synthesis and *in vitro* transcription from 5 µg total RNA were done with an Ambion WT Expression Kit for Affimetrix GeneChip Whole Transcript WT Expression Arrays (Ambion, Foster City, CA), as per manufacturer's protocols.

### Microarray hybridization and bioinformatics analyses

Probes corresponding to RNA samples isolated from five diferent *K14Cre; Ilk^f/f^* and five *K14Cre; Ilk^f/+^* mice were used to hybridize a total of ten GeneChip Mouse Gene 1.0 ST Arrays (Affymetrix, Foster City, CA). Gene array hybridization and analyses were conducted at the London Regional Genomics Centre of the University of Western Ontario, according to the Affymetrix GeneChip Expression Technical Manual. Following hybridization, washing and staining, arrays were scanned with a GeneChip Scanner 3000 (Affymetrix).

Gene expression levels were analyzed using Partek Genomics Suite v6.5. The microarray data were first processed using the GC (guanine and cytosine) Robust Multi-chip Averaging (GC-RMA) algorithm from Genespring GX*. The data were then additionally filtered by retaining probe sets with expression values ≥50. Genes with expression values that were indistinguishable from background intensity were filtered out as they constitute genes not expressed in keratinocytes, or expressed at very low levels, such that their measurements were not reliable. Subsequent comparisons were filtered using a 1.5- and 2-fold change thresholds. The data sets were normalized using RMA with RMA Express software v.0.4.1. [50] The data were processed with background adjustment and quantile normalization parameters. Expression values were logarithmically transformed, and used for Gene Set Enrichment Analysis (GSEA), using GSEA v.2.0 software. *P*-values were determined using GC-RMA and ANOVA. Differential gene expression between ILK-expressing and ILK-deficient pools was established based on fold-change and *P*-values. Probe sets with a fold change ≥1.5 or ≤−1.5 and a *P*-value lower than 0.05 were defined to be differentially regulated and selected for further analyses. In compliance with MIAME standards, data files have been deposited into the NCBI Gene Expression Omnibus repository (GEO accession No. GSE35129). Gene Ontology terms were determined using Partek Genomics Suite v 6.5 (Partek Inc., St. Louis, MO), and pathway maps for differentially regulated genes were generated based on Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA).

### Quantitative reverse-transcription PCR (qPCR)

Total epidermal RNA (100 ng/sample) was reverse-transcribed using Superscript II (Invitrogen, Carlsbad, CA) following the manufacturer's instructions. qPCR assays were conducted with oligonucleotide primer sequences shown in Table S3, and cDNA corresponding to 25 ng of initial RNA, using SYBR Green Quantitect PCR kits (Qiagen), as per manufacturer's protocol. Triplicate cDNA samples from epidermal RNA isolated from five *K14Cre; Ilk^f/f^* and five *K14Cre; Ilk^f/+^* mice (different animals from those used for the microarray interrogation experiments) were amplified for 40 cycles (95°C for 15 sec; 50°C for 1 min per cycle) in a 7900HT Fast Real-Time PCR system (Applied Biosystems, Foster City, CA). Initial transcript count (N_o_) values were calculated using raw fluorescence data and LinRegPCR. The results were normalized to the expression of the housekeeping genes *Rpl27* and *Rps29*, which encode ribosomal protein L27 and S29, respectively [51]. Fold changes were calculated comparing ILK-expressing versus ILK-deficient epidermis.

### Histology, protein isolation and immunoblot analysis

Mouse tissues were dissected and fixed in 4% paraformaldehyde and embedded in paraffin. Tissues were sectioned at 8 µm. Hematoxylin-eosin staining was conducted according to standard procedures. Protein lysates were prepared and analyzed by immunoblot, as previously described [13], [52].

## Supporting Information

Figure S1 **Hierarchical clustering of differentially expressed genes in ILK-deficient epidermis.** Genes expressed with at least 1.5 fold change between ILK-expressing and ILK-deficient epidermis are shown. In the clustering heat map, red and blue indicate, respectively, up- and downregulation. In the sample clustering dendogram, green indicates epidermis from *K14Cre;Ilk^f/+^* mice, whereas orange represents *K14Cre;Ilk^f/f^* epidermis.
(TIF) Click here for additional data file.

Figure S2 **Activation of the Wnt and the Hedgehog pathways in ILK-deficient epidermis.** Increased levels of transcripts from target genes of the Wnt and hedgehog pathways. Upregulated transcripts are shown in the pink boxes. The numbers indicate the fold increase in ILK-deficient epidermis for each transcript shown, relative to levels found in ILK-expressing epidermal tissue.
(TIF) Click here for additional data file.

Figure S3 **Phenotypic abnormalities in mice with ILK-deficient epidermis.** Three day-old mice of the indicated genotype are shown. Notice the reduced size and virtual lack of visible pigmentation in the ILK-deficient epidermis of the *K14Cre; Ilk^f/f^* mouse.
(TIF) Click here for additional data file.

Figure S4 **ILK modulation of melanogenesis.** The Wnt pathway is activated in ILK-deficient epidermis. This and other, as yet unidentified, pathways likely result in the observed up-regulation of *Mitf* expression. Increased *Mitf* mRNA levels are also associated with enhanced abundance of transcripts encoding TYR and TYRP-1, two rate-limiting enzymes in the production of melanin. Numbers in pink boxes indicate the fold-increase in ILK-deficient epidermis for each transcript shown.
(TIF) Click here for additional data file.

Table S1 **List of Genes whose expression is >2.0-fold different in ILK-deficient epidermis.**
(XLSX) Click here for additional data file.

Table S2 **Selected genes differentially expressed in ILK-deficient epidermis.**
(DOCX) Click here for additional data file.

Table S3 **Sequences of primers used for qPCR experiments.**
(DOCX) Click here for additional data file.

# Supplementary material for: Multiple Roles of Integrin-Linked Kinase in Epidermal Development, Maturation and Pigmentation Revealed by Molecular Profiling
**Source:** PLoS One. 2012 May 4;7(5):e36704. doi: 10.1371/journal.pone.0036704
**Supplement:** Table S2 — Selected genes differentially expressed in ILK-deficient epidermis.

* The accession numbers provided are unique identifiers for the complete RefSeq record submitted to GenBank, and correspond to cDNA sequences constructed from the mRNA encoded by each gene presented in the Table.

****** The data are expressed relative to transcript abundance in ILK-expressing epidermis, which has been set to 1.

# Supplementary material for: Multiple Roles of Integrin-Linked Kinase in Epidermal Development, Maturation and Pigmentation Revealed by Molecular Profiling
**Source:** PLoS One. 2012 May 4;7(5):e36704. doi: 10.1371/journal.pone.0036704
**Supplement:** Table S3 — Sequences of primers used for qPCR experiments.

**TABLE S3**

| Gene Symbol | Genebank ID | Forward Primer | Reverse Primer |
| --- | --- | --- | --- |
| *Dsg4* | NM_181564 | 5’-AACCTGGCAGACTGTCAGAAG-3’ | 5’-GTAAGGTGGCCGATCAATCCC-3’ |
| *Sfrp2* | NM_009144 | 5’-CGTGGGCTCTTCCTCTTCG-3’ | 5’-ATGTTCTGGTACTCGATGCCG-3’ |
| *Gprc5d* | NM_053118 | 5’-TACCATATTGCTACTCCTGGCA-3’ | 5’-AGGCAAAAGTAAGTCCGAAGAG-3’ |
| *Hr* | NM_021877 | 5’-CCCCTGTGAACGGCATTGT-3’ | 5’-CCCCTCCAAAAGGGAGCAG-3’ |
| *Tgfb2* | NM_009367 | 5’-TCGACATGGATCAGTTTATGCG-3’ | 5’-CCCTGGTACTGTTGTAGATGGA-3’ |
| *Ptch2* | NM_008958 | 5’-CTCCGCACCTCATATCCTAGC-3’ | 5’-TCCCAGGAAGAGCACTTTGC-3’ |
| *S100A3* | NM_011310 | 5’-CAGTAGCTGCCATCGTGTG-3’ | 5’-TACTCCCCAAAGTCCACTTCG-3’ |
| *Lgr5* | NM_010195 | 5’-CACCCCAATGCGTTTTCTAC-3’ | 5’-GATGGTATCAGGCTCTGTAAGG-3’ |
| *Psors1c2* | NM_020576 | 5’-TCTCCCGGATCTACAGACACC-3’ | 5’-GGAGGTTCATCAAACAAAGGAGG-3’ |
| *Igf1r* | NM_010513 | 5’-GTGGGGGCTCGTGTTTCTC-3’ | 5’-GATCACCGTGCAGTTTTCCA-3’ |
| *Ltbp1* | NM_019919 | 5’-TGCCAGAACGGAGGGATGT-3’ | 5’-GGTTGACGTATGTTTTGCTGC-3’ |
| *Rhoc* | NM_007484 | 5’-ATGGCTGCGATCCGAAAGAAG-3’ | 5’-GCACGTAGACCTCTGGAAACT-3’ |
| *Ctgf* | NM_010217 | 5’-GGGCCTCTTCTGCGATTTC-3’ | 5’-ATCCAGGCAAGTGCATTGGTA-3’ |
| *Tyr* | NM_011661 | 5’-CTCTGGGCTTAGCAGTAGGC-3’ | 5’-GCAAGCTGTGGTAGTCGTCT-3’ |
| *Crnn* | NM_001081200 | 5’-AGAAACTTGTCCCATCCTGC-3’ | 5’-CTCTTCAACTCCTGCCTCG-3’ |
| *Krt31* | NM_010659 | 5’-GGTGCAGATAGATAATGCCAAGC-3’ | 5’-AGCTCATCCAAGATCCTTCGC-3’ |
| *Krap3-3* | NM_025524 | 5’-GCTCCCTTGCTTGGCACCAGT-3’ | 5’-TCCGAACTGCACACGGTCGGTA-3’ |

**Sequences of Primers Used for qPCR Experiments**

How the deposited data were processed for this re-analysis (not part of the article)

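RNA of whole epidermis from 3-day-old mice was measured on 10 GeneChip Mouse Gene 1.0 ST Arrays, 5 of ILK-deficient and 5 of ILK-expressing tissue, 1 array per mouse. The authors made the deposited log2 values from the scanned arrays by background adjustment, quantile normalization and a summary over the probes of each probe set. The paper's methods name GC-RMA as well as RMA Express 0.4.1, with Partek 6.5 for the analysis, and do not state which of these made the table. The genotype of each array was taken from the labels of the deposited samples, and never from its values.

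The deposited log2 values were used as they are. Probe sets were named with the annotation that came with the platform, and a probe set with several symbols or with none was tested but not named. A probe set was tested where its linear value was 50 or more on at least 5 of the 10 arrays, which left out 3510 probe sets and kept 32046, of which 19823 carried 1 symbol. Between 87.4% and 91.2% of the probe sets of an array were at 50 or more. The tested probe sets with 1 symbol covered 18121 genes, 917 of them with several probe sets.

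ILK-deficient arrays were compared with ILK-expressing arrays in R 4.3.3 with limma 3.58.1 (lmFit and eBayes), with no block and no covariate, and p values were adjusted by Benjamini-Hochberg over the 32046 probe sets. The SD given with a mean is that between the arrays of a genotype. Single genes were also compared by an exact permutation test over the 126 splits of 10 arrays into 5 and 5. Gene lists, 52 in all, were tested on 1 probe set per gene with fry, and again with camera at a preset correlation of 0.01 and with an estimated correlation, each adjusted over the lists. Lists that the text does not name are not reported here. The share of hair genes among lower probe sets is given with a Wilson 95% interval. Arrays were clustered on 1 minus Pearson's correlation with average linkage. The comparison was tested on simulated arrays drawn with the means and spread of the real probe sets, with 200 probe sets changed. Of 50 simulated lists of 20 unchanged genes, fry gave 3 a p under 0.05. Correlation between genes was not among the properties taken from the data, so this does not check fry on correlated lists. In the same simulation, 4.98% of the unchanged probe sets had a p under 0.05.

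The genes named in the text are those that the paper names in its results, Table 1 or Table S2, the 10 largest rises, the 10 largest falls and the 10 largest falls outside the keratin families without overlap of the genotypes, and of each list up to 4 members past the test and up to 2 abundant members that did not pass. The paper's tables had been read when this rule was written. The alternatives changed the filter, the scaling, the test, a block, a covariate, the probe sets taken per gene or the arrays used, and each array was left out in turn. Of these, the mean of a gene's probe sets also left out the probe sets without a single symbol, which made 18121 tests, and the alternative of limma used a trend and a robust fit together. Values of single exons were not analysed here.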

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

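The tests of smooth muscle cells, of the animals' sex and of the arrays of 1 sample code alone below were chosen only after the results were seen. Of 250 groups of 5 arrays examined, for single genes and for list means, 23 held 1 array far from the other 4, where chance gives about 1 in 20.

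In ILK-deficient replicate 3, 5 genes stood lower than in the other 4 arrays. Synpo2, the actin-binding protein, was at 8.58 (9.28 to 9.46 in the other 4), Tgfb2, the TGF-ß2 ligand, at 10.09 (11.16 to 11.44) and Gli1, the Shh effector, at 8.95 (9.63 to 9.77). Krt17, a stress keratin, was at 13.24 (13.45 to 13.48), and Ccnd1, the cyclin, at 11.54 (11.84 to 11.96). In ILK-deficient replicate 5, Map1b, the microtubule protein, was higher at 10.52 (9.58 to 9.78), as were Hhip, the Shh decoy receptor, at 6.77 (6.25 to 6.38) and Fermt2, the kindlin, at 8.72 (8.25 to 8.36).

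In ILK-expressing replicate 1, melanocyte transcripts stood lower than in the other 4 ILK-expressing arrays. Tyrp1 was at 6.84 (9.38 to 9.73), Dct at 9.13 (10.51 to 10.89) and Pmel at 8.65 (9.51 to 9.67), and the mean of the melanocyte genes was at 7.96 (8.30 to 8.40). Acta2, smooth muscle actin, was also lower there, at 6.84 (7.16 to 7.27). In ILK-expressing replicate 4, 3 of the 19 Shh pathway genes stood lower, with Gli1 at 7.72 (8.76 to 9.08), Gli2 at 8.37 (9.20 to 9.44) and Mycn at 7.32 (8.29 to 8.47). The matrix gene Postn was at 12.72 there (12.98 to 13.04), and the Y-linked Eif2s3y at 5.49 (10.31 to 10.66). In ILK-expressing replicate 5, Lgr5 was higher at 10.57 (9.33 to 9.62), Coch at 7.51 (6.68 to 6.85) and the mean of the Wnt genes at 9.06 (8.78 to 8.84). In ILK-expressing replicate 2, the GTPase gene Rhoc was higher at 8.19 (7.76 to 7.85) and Fermt2 lower at 7.15 (7.58 to 7.74).

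Gene lists besides the main ones of the paper's conclusions also shifted upwards in ILK-deficient epidermis by the directional test. Wound and hyperproliferation genes had an adjusted p = 0.00233 from limma, with Tslp and Tnc among 6 higher members, and homeobox genes an adjusted p = 0.00233, with 7 higher and 1 lower. Macrophage genes had an adjusted p = 0.00233, with Adgre1, a macrophage surface receptor, at 0.50 (adjusted p = 0.0107) and 3 of 12 members higher (6 when adjusted over the list alone). Genes of integrin adhesions had an adjusted p = 0.00256 and basement membrane genes an adjusted p = 0.00487. Of 17 interferon response genes, only Ifi202b, an interferon-induced DNA sensor, passed, at 1.50 (adjusted p = 0.00103), with an adjusted p = 0.0158 for the list. Fasting and FoxO target genes had an adjusted p = 0.0248, with Klhl24, an adaptor of a ubiquitin ligase, at 1.14 (adjusted p = 0.00615) and 4 of 16 members higher (5 when adjusted over the list alone). Of 8 Schwann cell and nerve genes, limma called none (5 higher when adjusted over the list alone, 5 higher at an unadjusted p under 0.05, and 1 by the methods' ANOVA), and the list had an adjusted p = 0.00242. Of 24 immediate early genes, which respond to the handling of tissue, 2 were higher and 1 was lower (6 higher and 1 lower when adjusted over the list alone), with Nr4a3, a nuclear receptor, at 0.51 (adjusted p = 0.00687) and Egr3, a zinc finger factor, at -0.58 (adjusted p = 0.0241). Their median was 0.49, with an adjusted p = 0.0761 in the directional test, 8.64e-05 with a preset and 0.435 with an estimated correlation, so a difference in handling between the genotypes stays open. With an estimated correlation, none of the other lists above passed either. The adjusted p was 0.165 for the wound, homeobox, macrophage, integrin adhesion, basement membrane and Schwann cell lists, 0.32 for interferon response and 0.344 for fasting and FoxO target genes.

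Smooth muscle genes, with an adjusted p = 0.00233 (0.174 with an estimated correlation), are the first pattern weighed. Of 17 contractile genes, 5 were higher and none was lower (5 higher and 1 lower when adjusted over the list alone), and Acta2 and Synpo2 rose by far more than the others. Smooth muscle cells left on the epidermis would bring all their abundant transcripts. The 15 other contractile genes had a median log2 fold change of 0.07 (0.0731, bootstrap 95% interval -0.0531 to 0.292), where a rise of 1.2, which is 1/2 of the smaller rise of the pair, would be needed. Of these, Pdlim3, a protein of actin filaments, rose by 1.16 (adjusted p = 0.0194) and Myl9, a myosin light chain, by 0.89 (adjusted p = 0.0277). Of 2 more, named after their values were seen, Tagln, an actin-binding protein, rose by 0.29 (adjusted p = 0.0396), and Myh11, the smooth muscle myosin, was near the background at 6.07 against 6.12 in ILK-expressing epidermis. That median lies below the rise needed, but it decides little, since only 4 of the 15 genes are neither near the background, where changes are compressed, nor so abundant in ILK-expressing epidermis that a small share of other cells would be hidden. These 4 had log2 fold changes of -0.07 to 1.16. Among them, Itga8 and Tpm2, 2 other members of the list, were at -0.07 and 0.24, far below the rise of 1.2. Pdlim3, at 1.16, came close to it. Smooth muscle cells and other cells of the dermis stay open. The 19 dermal fibroblast genes had a median of 0.10 (0.102, interval 0.0825 to 0.214), against 0.0784 for the contractile genes as a whole. That median meets the bound set for dermal cells, but only because the contractile list's own median is near 0, so it decides nothing. Of the fibroblast genes, limma called none (3 higher when adjusted over the list alone, 3 higher at an unadjusted p under 0.05, and none by the methods' ANOVA). Contractile genes switched on in keratinocytes without ILK may be the source of Acta2 and Synpo2, which the arrays of whole epidermis cannot show.

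The second pattern is the overall difference between the genotypes. Chance can be excluded, since of 100 splits of the 10 arrays, the real one included, 1 gave as many probe sets at an adjusted p under 0.05, with 1211 for the real split and 1 as the highest of the others. The labels give the arrays sample codes of 3 kinds, and the 7 arrays of the largest kind alone gave log2 fold changes that correlated at 0.989 with those of all arrays over the 1211 probe sets. This met the bound set against the code as the cause, but it decides nothing, since the 2 comparisons share those 7 arrays. Among these 7 arrays, where the code cannot differ between the genotypes, 294 probe sets had an adjusted p under 0.05, with 91 as the highest of the other 34 splits of the 35. In the pair of arrays of another code, 1 of each genotype, 287 of the 294 differed in the same direction. The code is therefore not the whole cause. The split with 91 is that of the low against the high Xist values given below, so among these 7 arrays the genotypes nearly follow the animals' sex. The sex of the animals is not in the labels. Xist, transcribed from the inactive X chromosome, was at 12.88, 12.66, 12.56, 6.07 and 9.24 in ILK-deficient and 6.82, 6.07, 8.12, 12.38 and 7.97 in ILK-expressing replicates 1 to 5, and Eif2s3y was at 5.30, 6.14, 7.57, 10.48 and 10.33 and at 10.47, 10.31, 10.49, 5.49 and 10.66. With Xist as a covariate, the median ratio of the log2 fold changes to those without it was 1.03 (quartiles 0.969 and 1.09), so sex is not the whole cause. The values between the extremes, in ILK-deficient replicates 3 and 5 above all, stay unexplained, and a share of RNA from a second animal in an array may contribute but was not tested.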

How the results depend on the processing

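Leaving out ILK-deficient replicates 3 and 5 together, and testing annotated probe sets only, were chosen only after the results were seen. Of 115 genes followed through the alternatives, which leave out Adgre1, Klhl24, Nr4a3, Egr3, Macrod2 and the genes named after their values were seen, none reversed its direction while past the test, and of the 83 past it, 39 stayed past it under all 26 alternatives. Losses under 13 or more are given with the genes, and the calls of Mitf, Pmel, Myl9 and Fads3 were lost under 12, those of Dct and Pdgfc under 11. The median centring gave 68.8% of the called probe sets as higher, against 74.3%. Quantile normalization repeated gave 67.8%, and centring on Rpl27 and Rps29 gave 75.0%. Over the 26 alternatives, this share ran from 64.8% (without ILK-expressing replicate 2) to 83.4% (without ILK-deficient replicates 3 and 5). Probe sets near the background are compressed on arrays, which limits their fold changes.

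The number of probe sets at an adjusted p under 0.05, 1211, was 761 when centred on Rpl27 and Rps29, 686 by the methods' ANOVA, 294 on the 7 arrays with code prefix D, 655 with Xist as a covariate and 416 without ILK-deficient replicates 3 and 5. Without 1 array, it was 597 to 1010, and fell most without ILK-deficient replicates 1 (721), 2 (757) and 5 (597) and ILK-expressing replicates 2 (798) and 4 (650). Members of the main gene lists past the test, 89, were 53 by the methods' ANOVA, 58 with prefix D, 46 without replicates 3 and 5, and 59 to 83 without 1 array. Fewer arrays account for part of these falls by construction; the cause of the others was not tested.

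Replicate numbers do not pair the arrays. Arrays of the same number correlated at -0.0231, -0.296, -0.179, -0.11 and 0.113, and none correlated best with its own number. With the replicate number as a block, 608 probe sets passed, 550 of them among the 1211.

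The share of hair keratins and keratin-associated proteins, 26.2%, was 20.45% with the code prefix as a block, 17.75% with prefix D alone, and 17.95% (without ILK-expressing replicate 5) to 27.61% without 1 array. Barrier lipid genes, with an adjusted p = 0.0761, passed with quantile normalization repeated (0.0419), with the prefix block (0.0277), with camera at a preset correlation (1.48e-08) and without ILK-expressing replicate 2 (0.0404), in a range of 0.0404 to 0.151 without 1 array. At that preset correlation, among others, cornified envelope (3.29e-05), psoriatic lesion (0.0403), suprabasal (0.035), sebaceous gland (1.18e-06) and dermal fibroblast genes (0.0295) passed too. None of these named lists passed with an estimated correlation (0.473, 0.548, 0.548, 0.32 and 0.589 in that order), nor did barrier lipid genes (0.32). Without ILK-deficient replicates 3 and 5, Wnt genes did not pass the directional test (0.0519). With an estimated correlation, 0 of the 7 main lists that passed fry did so, with an adjusted p of 0.165 for hair keratins, keratin-associated proteins, TGF-ß, IGF and melanocyte genes, 0.344 for Wnt and 0.174 for Shh genes. Estimated correlations within the lists widen that test by construction. Among these 7 lists they ran from 0.0614 for IGF genes to 0.799 for hair keratins, both with an adjusted p of 0.165. Many lists share that value after adjustment, so it cannot show whether a list's correlation accounts for its lost call. The cause of the lost calls was not tested.

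Arrays outside their genotype's cluster, 4 on all probe sets, were 0 with the replicate block, the prefix block, the mean of a gene's probe sets (with those of no single symbol left out) or the 1.5-fold probe sets, 1 with prefix D alone and 3 to 4 without 1 array; the cause was not tested. The 0 with the prefix block decides nothing, since ILK-expressing replicate 5, which branched off alone, is the only array of its code. Replicate numbers do not pair the arrays, so the 0 with the replicate block decides nothing either. Clustering has no value under the methods' ANOVA, the trend or the array weights, which leave the values as they are.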

Differences from the paper's values

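No test here was chosen only after the result was seen, apart from the analysis of annotated probe sets only, named where it applies. Most of the paper's fold changes were met. Of the 224 probe sets in the paper's Table S1, 218 carry a symbol, 176 could be matched to 1 gene, 175 had the paper's direction and 174 lay within 0.01 of it on the log2 scale, and 131 of the 176 had an adjusted p under 0.05 from limma. Under the alternatives, this number was 89 by the methods' ANOVA to 155 with the mean of a gene's probe sets. That setting also leaves out probe sets without a single symbol, which cuts the tests from 32046 to 18121, and leaving those out alone, chosen after the values were seen, gave 153.

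Tgm3, the transglutaminase, was 1.92-fold lower in ILK-deficient epidermis, where the paper's text gives 7-fold. Under the 24 alternatives set before the data were examined it was 1.81-fold to 2.05-fold lower, and all differ from the paper's value. Krtap15, a keratin-associated protein gene, had a fold change of -32.4, where the paper's Table S2 gives -2.43. The alternatives ranged from -46.1 to -19.2 and all differ. The paper's Table S1 gives -32.4 for the gene. Rhoc, the GTPase gene, had a fold change of 2.49, where the paper's Table S2 gives 3.9. The paper's Table 1 gives 2.5 for the arrays and 3.9 for qPCR, so the Table S2 value equals the paper's qPCR value. The alternatives ranged from 2.38 to 2.65, and all differ from 3.9. Tyr, the tyrosinase gene, had a fold change of 2.93, where the paper's Table S2 gives 2.23 and its Table 1 gives 2.9 for the arrays. Macrod2, a deacylase of ADP-ribose, had a fold change of -1.06, where the paper's Table S1 gives 2.51. A gene is represented here by 1 probe set, and whether the paper's value is from the same one was not tested. The alternatives ranged from -1.34 to 1.35 and all differ.

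Hair keratins and keratin-associated proteins made up 51.5% of the probe sets lower by 2-fold or more, where the paper gives 27% of the transcripts that were substantially lower, without a threshold. The paper's class is structural elements of the hair follicle, with these 2 families as examples, and is wider than the one counted here. With inner root sheath and other hair shaft genes added, the share was 58.8% at 2-fold and 30.8% at 1.5-fold. Of the alternatives, only the arrays with code prefix D alone, with 26.5%, do not differ, and the others reached up to 56.1%. At 1.5-fold, the share was 26.2%. At the paper's thresholds, 844 probe sets changed 1.5-fold and 230 changed 2-fold, where the paper gives 780 and 224. The methods' ANOVA gave 780 and 224.

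Of genes that the paper names in its results text, Table 1 or Table S2, 8 were changed by 1.5-fold or more at an unadjusted p under 0.05 but not at an adjusted p under 0.05 from limma. Each of the 8 has 1 probe set, so that where a gene passed with the mean of a gene's probe sets, its expression values were the same and the number of tests was lower. For Mycn, Akr1c18, S100a7a and Igfbp4, no alternative gave an adjusted p under 0.05. Gli1 passed with Xist as a covariate (0.038), with the mean of a gene's probe sets (0.0326) and without ILK-deficient replicate 3 (0.0436). S100a6 passed with the mean of a gene's probe sets (0.0298). Igfbp7 passed with a filter of 100 on 5 arrays (0.0422), centred on Rpl27 and Rps29 (0.0281), with quantile normalization repeated (0.0362), with array weights (0.0357), with the prefix block (0.0403), with Xist as a covariate (0.0363), with the mean of a gene's probe sets (0.0225) and without ILK-expressing replicate 5 (0.0302). Tyrp1 passed with a filter of 100 (0.0379), centred on Rpl27 and Rps29 (0.0326), with a trend (0.0487), with array weights (0.0381), with the replicate block (0.0319), with the mean of a gene's probe sets (0.0202) and without ILK-expressing replicate 1 (0.0233). On annotated probe sets only, chosen after the values were seen, Gli1 (0.0353), S100a6 (0.0323), Igfbp7 (0.0246) and Tyrp1 (0.0221) passed.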

Other observations

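The reading of melanocyte genes by level below was chosen only after the result was seen. Hair keratins and keratin-associated proteins fell in ILK-deficient epidermis, and a candidate explanation is a lower share of hair follicle cells of every kind. Genes of the outer root sheath, bulge, matrix and early follicle, pooled, had a median log2 fold change of 0.23 (0.232, bootstrap 95% interval -0.0281 to 0.342), where the hair keratins had -2.50. The values argue against a loss of all follicle cells alike. A lower share of the differentiated cells of the shaft and inner root sheath, or lower transcription in them, stays open. So does a delay of hair formation at this age. The paper's histology found ILK-deficient follicles less abundant and mostly at earlier stages, which goes with fewer differentiated cells or a delay. The arrays cannot separate these from lower transcription.

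Melanocyte genes rose, and a higher share of melanocytes in the samples may be the source. Had all 10 pigment genes risen by 1 common factor, their log2 fold changes would differ only by their standard errors, but they differed by more, with a heterogeneity p of 5.61e-08 by Cochran's Q, an approximate test that takes the genes as independent. Among the 5 pigment genes past the test from limma, which were picked by their own p values, the heterogeneity p was 0.49. The p of all 10 genes met the bound that had been set against a higher share. That bound takes no account of compressed fold changes in genes near the background of the array. How far the pigment genes are compressed was not measured. Tyr, at 6.95 in ILK-expressing epidermis, rose by 1.55, while Mlana, at 7.42, was at 0.72. The 4 pigment genes of higher level were Dct, Pmel, Slc24a5 and Tyrp1, at 8.96 to 10.43 in ILK-expressing epidermis. Their log2 fold changes were 1.28 to 2.23, with a heterogeneity p of 0.423. Mlana lay outside that group, and the split was made after the values were seen, so it does not set the bound aside. More melanocytes and more transcript per melanocyte cannot be told apart with these values.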
